# Regulation and Maintenance of an Adoptive T-Cell Dependent Memory B Cell Pool

**DOI:** 10.1371/journal.pone.0167003

**Published:** 2016-11-23

**Authors:** Marie Anson, Inês Amado, Marie-Pierre Mailhé, Emmanuel Donnadieu, Sylvie Garcia, François Huetz, Antonio A. Freitas

## Abstract

We investigated the ability of monoclonal B cells to restore primary and secondary T-cell dependent antibody responses in adoptive immune-deficient hosts. Priming induced B cell activation and expansion, AID expression, antibody production and the generation of IgM^+^IgG^-^ and IgM^-^IgG^+^ antigen-experienced B-cell subsets that persisted in the lymphopenic environment by cell division. Upon secondary transfer and recall the IgM^-^IgG^+^ cells responded by the production of antigen-specific IgG while the IgM^+^ memory cells secreted mainly IgM and little IgG, but generated new B cells expressing germinal center markers. The recall responses were more efficient if the antigenic boost was delayed suggesting that a period of adaptation is necessary before the transferred cells are able to respond. Overall these findings indicate that reconstitution of a functional and complete memory pool requires transfer of all different antigen-experienced B cell subsets. We also found that the size of the memory B cell pool did not rely on the number of the responding naïve B cells, suggesting autonomous homeostatic controls for naïve and memory B cells. By reconstituting a stable memory B cell pool in immune-deficient hosts using a monoclonal high-affinity B cell population we demonstrate the potential value of B cell adoptive immunotherapy.

## Introduction

Immune responses to infectious agents have different out-comes that can either protect or fail to control disease. Protection from re-infection relies on the establishment of efficient secondary immune responses that require the generation of antigen-specific “memory” B and T lymphocytes. The generation and selection of T-cell dependent “memory” B cells involves distinct molecular mechanisms: immunoglobulin isotype recombination and somatic hyper mutation, both dependent on the expression of AID [1]. Therefore, a long-standing paradigm defined memory B cells as IgM^-^IgG^+^ isotype switched cells [2]. Different lines of evidence indicate that this is not always the case. In humans, it has been shown that some IgM^+^ B cells bear the phenotype of other memory cells, being CD27^+^, and carry frequent point mutations in the V region of the Ig genes, suggesting that they must represent highly selected B cell populations [3]. In mice, populations of CD19^+^IgM^+^ able to mount secondary responses have been identified [4–7]. Overall these findings suggest that the T-cell dependent memory B cell pool comprises distinct subsets of memory B cells with different properties and effector functions [4–6].

The biological properties that ensure the long-term persistence of memory and efficient secondary antibody responses have not been yet completely established. While initial studies proposed that after transfer memory B cells faded rapidly [8, 9] suggesting that long-lasting memory required the continuous recruitment of new cells [8] and/or antigen persistence [9, 10], others suggested that memory B cells were able of extended survival without cell division [11] in the absence of antigen [2]. Long-term persistence of antibody responses has also been attributed to populations of long-lived plasma cells mainly resident in the bone marrow following immunization [12, 13]. The demonstration of the compartmentalization of “antibody memory” into different cellular layers suggested that the separate subsets of memory B cells behave differently. Accordingly, it has been reported that IgG^+^ cells that could rapidly respond upon challenge did not persist long, while IgM^+^ cells could generate a second wave of germinal center responses allowing persistence of memory [4–6, 14].

Currently, immunotherapy approaches using passive antibody transfer [15, 16]) is limited by the short half-life of immunoglobulin. Therefore new therapy strategies may require the adoptive transfer of high-affinity memory B cells, ready to respond and able to persist. The development of these new strategies requires a profound understanding of the mechanisms that regulate memory B cell numbers and ensure long persistence upon adoptive transfer. Moreover, knowledge of the mechanisms that determine the size of the memory B cell pool may be also critical to device new reconstitution strategies. So far, studies comparing populations of naïve and memory B cells have been hindered both by the vast clonal heterogeneity of the cells involved and by our inability to generate significant numbers of antigen specific memory B cells. Indeed in a normal laboratory mouse the population of B cells bearing a “memory IgG^+^ phenotype’ represent a small fraction of the total B cell pool (<0.5%) and upon immunization the number of the clonal diverse antigen-specific memory B cells generated is generally very limited (<10^3^) [1, 6].

To circumvent these limits, we decided to compare the properties of homogeneous populations of naïve and memory B cells of known antigen specificity, belonging to the same clone. We used SW_HEL_ transgenic mice where B cells bear a high-affinity BCR specific for HEL and are capable of class switch recombination and somatic hypermutation (SHM) [17, 18]. To identify “memory B cells” the SW_HEL_ mice were crossed with mice where AID transcription provokes the permanent expression of an YFP reporter in post-germinal center lymphocytes [19]. These mice were in a Rag2-deficient background and therefore contain a pure population of monoclonal HEL-specific B cells. To generate memory cells, purified naïve B cells from the SW_HEL_.AID/YFP.Rag2^-/-^ mice were transferred into adoptive hosts together with monoclonal OVA-specific CD4^+^ T cells from OTII.Rag2^-/-^ TCR transgenic mice. Upon immunization with OVA-HEL complexes, we obtained a significant number of persisting HEL-specific IgM^+^IgG^-^YFP^+^ and IgM^-^IgG^+^YFP^+^ memory B cells, number that did not correlate to the number of precursor naïve cells initially injected suggesting that the memory B cell pool is regulated independently. We characterized the functional capacity of these two memory cell types in immune deficient hosts.

## Materials and Methods

### Mice

B6 and B6.Rag2-/- [20] mice were kept at the Centre Des Techniques Avancées (CDTA), Centre National de la Recherche Scientifique (CNRS), Orleans, France; SWHEL.AID/YFP.Rag-/- mice, obtained by crossing SWHEL (18)(a gift of Dr. Robert Brink) and AID/YFP [19](a gift of Dr. Rafael Casellas) with B6.Rag2-/- mice. OTII.Rag-/- mice were kept in our animal facilities at the Pasteur Institute. Experiments were preformed according to Pasteur Institute Safety Committee in accordance with French and European guidelines and the ethics Committee of Paris 1 (permits 2010–0002, -0003 and -0004). Euthanasia of the mice was performed by cervical dislocation. This specific study was approved by the European Research Council (ERC) committee related to the grant AdG09 249740-QSIS. The general status of the mice was controlled daily by monitoring the appearence of obvious pain, distress or suffering (prostration, respiratory issues, loss of weight). The end-point of the experiment was determined by a loss of more than 20% of the weight or as soon as the distress signs appeared. In this case, experiment was stopped and the animals were euthanized.

### Adoptive transfer for the generation of memory B cells

Single-cell suspensions of B cells from spleens and lymph nodes of SW_HEL_.AID/YFP.Rag^-/-^ mice together with CD4^+^ T cells from spleens and lymph nodes of OTII.Rag^-/-^ mice were transferred intravenously into the retro-orbital sinus of B6.Ly5^a^IgH^a^ or B6.Rag2^-/-^ recipient mice. Mice received 10^6^ HEL^+^ B cells and 10^6^ CD4^+^ T cells unless stated otherwise. Mice were immunized 24H later with 1 mg of Ovalbumin coupled to Hen Egg Lysozyme (OVA-HEL) in 50μg of Alu-S-Gel (Serva) we determined as the optimal dose of Ag (data not shown).

### Adoptive cell transfer for secondary responses

Naive cells from SW_HEL_.AID/YFP.Rag^-/-^ mice and memory B cells subsets from immunized B6.Rag^-/-^ hosts mice were purified from spleens and lymph nodes by flow cytometry sorting. Single-cell suspensions containing 5×10^4^ B cells and 10^6^ T cells were transferred intravenously into B6.Rag2^-/-^ recipient hosts. The purity of sorted cells was above 98%. 24 h after transfer, mice were immunized with 1 mg of OVA-HEL.

### Flow cytometry and cell sorting

Spleen, bone marrow, inguinal and mesenteric lymph nodes single-cell suspensions were stained for cell surface or intracellular proteins with appropriate combinations of the following monoclonal antibodies conjugated to pacific blue, Qdot-655, Brillant Violet 605, allophycocyanin, peridinin chlorophyll protein–cyanine 5.5, phycoerythrin, phycoerythrin-cyanine7: anti-CD19 (6D5), anti-IgM (R6-60.2), anti-IgG1 (X56), anti-CD138 (281–2), anti-Gl7 (Gl7), anti-CD95 (Jo2), anti-CD62L (MEL-14), anti-CD69 (H1-2F3), anti-BAFFR (7H22-E16), anti-CXCR5 (L138D7), anti-IA^b^ (AF6-120.1), anti-CD80 (16-10A1), anti-CD73 (TY-11-8) and anti-PDL2 (TY25) and anti-Ki-67 (mm1) purchased from Becton Dickinson Pharmingen, Biolegend, Invitrogen and eBioscience. Cells were also stained with HEL (Sigma) coupled with AF594 using Alexa Fluor® 594 Protein Labeling Kit from Life technologies. Before staining, cells were treated with Fc-Block (CD16/CD32, Becton Dickinson Pharmingen). Dead cells were excluded during analysis according to their light-scattering characteristics. For intracellular stainings, cells were first stained with antibodies specific for cell surface antigens. Then, cells were fixed and permeabilized according the manufacturer’s recommendations (BD Bisciences). For proliferation assay, mice were injected i.p. with 50 mg/kg of BrdU (Sigma-Aldrich) and were killed 24 or 72 hours later. Incorporated BrdU was detected intracellularly using anti-BrdU APC-conjugated antibodies according to the manufacturer’s recommendations (BD Biosciences). All data acquisitions and analyses were performed with LSRFortessa (Becton Dickinson) interfaced with BD FACSDiva (Becton Dickinson) and FlowJo (Tree Star) software. Subsets of memory B cells were sorted as CD19^+^HEL^+^YFP^+^IgM^+^ or IgG^+^ and naive cells as CD19^+^HEL^+^YFP^-^IgM^+^ using a FACSAriaIII flow cytometer. The purity of the sorted populations varied from 90–95%.

### ELISA and ELISpot assay

Sera HEL-specific Ig concentrations were quantified by ELISA. Plates were coated with HEL and saturated with PBS-5% Milk. Dilutions of sera were added. After incubation (2 hours, 37°C) and washing, HRP-labeled anti-mouse IgM or IgG antibodies were added. After incubation and washing, bound antibodies were revealed with the substrate O-phenylenediamine and H2O2. The reaction was stopped after 10 min. by addition of 10% SDS and the absorbance read at 492nm in a multiscan spectrometer. Ig concentrations were determined by comparing the displacement of the dilution curves in the linear interval between standards at a concentration of 1 mg/ml and the serum samples.

The quantification of IgG or IgM secreting cells was assayed by ELISpot technique. Briefly, plates were coated with HEL. After saturating, the cells were distributed into the micro wells in RPMI1640-2%FCS. The plates were incubated for 12 h at 37°C, 5% CO2 atmosphere. After extensive wash, plates were incubated with goat anti-mouse IgM or anti-IgG labeled with alkaline phosphatase. After washing, the revealing substrate was added (2,3 mM 5-bromo-4-chloro-3-indolyl phosphate diluted in 2-amino-2-methyl-1-proprenolol buffer).

### Confocal microscopy

Spleens from 14 day-immunized mice were initially fixed with paraformaldehyde and embedded in 4% low-gelling-temperature agarose (type VII-A; Sigma-Aldrich) prepared in PBS. 150-μm slices were cut with a vibratome (VT 1000S; Leica) in a bath of ice-cold PBS. For immunolabeling, samples were saturated with PBS supplemented with 10% of fetal calf serum, then were labeled with primary antibodies anti-B220-APC (clone RA3-6B2) and anti-IgD-PE (clone 11-26c.2a) and analyzed with a spinning disk confocal microscope equipped with a CoolSnap HQ2 camera (Photometrics) and a 20x objective. Images were acquired and analyzed with MetaMorph 7 imaging software Molecular Devices).

### Statistical analysis

Sample means were compared using the Student’s *t* test. Sample means were considered significantly different at *p* < 0.05.

## Results

### Different types of memory B cell subsets upon adoptive transfer of monoclonal naïve B cells

During an immune response the complexity of determinants expressed by immunizing antigen and the degeneracy of antigen-specific recognition results in a vast heterogeneity of responding cells rendering impossible the direct comparison of the properties of naïve and memory B cells belonging to the same clone. We have devised an experimental system that permits the comparison between naïve and memory B cells expressing the same antigen receptor and allows marking permanently memory B cells. For that purpose we used SW_HEL_ transgenic mice in a Rag2-deficient background holding a single population of monoclonal B cells, all bearing a high-affinity BCR specific for HEL and capable of class switch recombination and somatic hypermutation (SHM) [17, 18]. To identify antigen-experienced B cells the SW_HEL_.Rag2^-/-^ mice were crossed with mice where AID transcription induces the permanent expression of an YFP reporter in post-germinal center lymphocytes [19]. Since in intact Tg mice immune responses were not traceable, probably because of the presence of low level pre-existing anti-HEL antibodies that neutralize the immunizing protein, we used an adoptive cell transfer strategy to study the ability of the high affinity monoclonal B cell to reconstitute response in immune-deficient hosts and generate antibody memory. Purified naïve B cells from the SW_HEL_.AID/YFP.Rag2^-/-^ mice were transferred into Rag2-deficient mice together with monoclonal OVA-specific CD4^+^ T helper cells from OTII.Rag2^-/-^ TCR transgenic mice. The day after, host mice were immunized with OVA-HEL complexes (Fig 1A). In these conditions, antigenic challenge resulted in B cell activation and the development of significant numbers of CD19^+^HEL^+^AID/YFP^+^ B cells, which were not detected in non-immunized mice or in mice immunized in absence of helper T cells (Fig 1B). We followed the early kinetics of this response. The number of HEL-specific B cells increased from the initial 2x10^6^ transferred to about 15x10^6^ at day 14 (Fig 1C left) the B cells expressing AID/YFP being the dominant population (Fig 1C right). A fraction of the HEL-specific B cells underwent class switch recombination and at day 14 we recovered both IgM^+^IgG^-^AID/YFP^+^ and IgM^-^IgG^+^AID/YFP^+^ cell populations (Fig 1B). B cell expansion and phenotypic changes were accompanied by the production of IgM and IgG HEL-specific antibodies (Fig 1D). Two weeks after antigenic challenge we observed the formation of germinal centers in the spleen of the host mice (Fig 1E). Coherently we found that while upon adoptive transfer all B cells expressed CD95, only after antigenic challenge most YFP^+^ B cells expressed the germinal center specific marker GL7 (Fig 1F). In conclusion, the adoptive cell transfer strategy allowed the development of a primary immune response with B cell activation and expansion, induction of AID expression, class switch recombination, antigen-specific IgM and IgG antibody production and germinal center formation.

**Fig 1:**
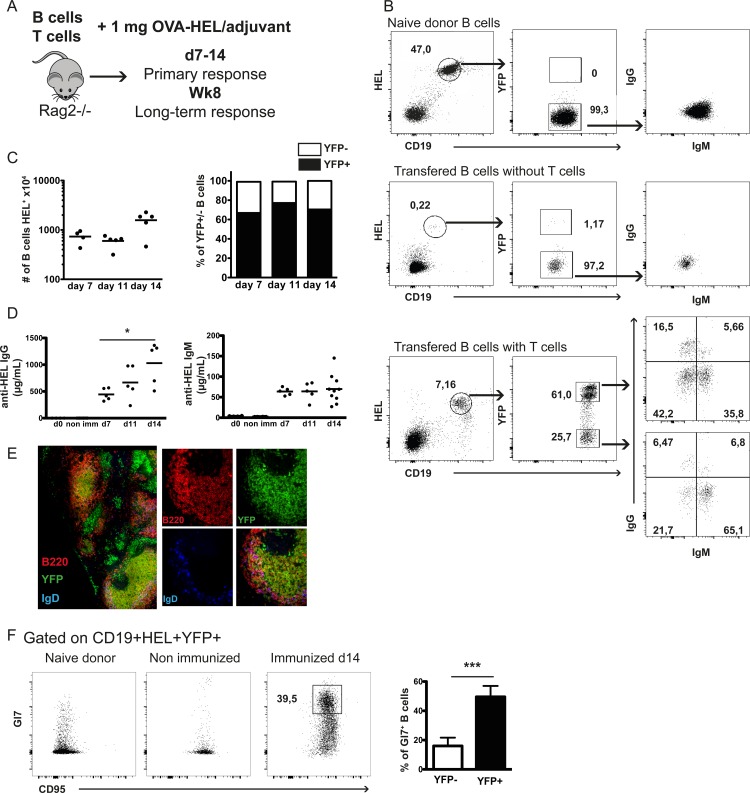
Development of B cell primary response upon adoptive transfer of SW_HEL_.AID/YFP.Rag2^-/-^ B cells. (A) Rag2-/- hosts were injected intravenously with naive SW_HEL_.AID/YFP.Rag2^-/-^ B cells together with OTII.Rag2^-/-^ naive CD4 T cells. Recipient mice were immunized 24 hours later and B cell response analyzed 7, 14 days and 8 weeks after. (B) Flow cytometric analyses of specific HEL^+^ CD19^+^ (left panels) splenic B cells from SW_HEL_.AID/YFP.Rag2^-/-^ naive donor (upper panels), immunized mice reconstituted only with B cells (middle panels) and immunized mice reconstituted with both B and T cells 14 days after immunization (lower panels), for the expression of YFP (middle panels), and IgM and IgG (right panels). (C) Number of splenic B cells recovered from the recipient mice (left panel) and repartition of AID/YFP- and AID/YFP+ among splenic B cells (right panel) 7, 11 and 14 days after immunization. (D) Seric levels of anti-HEL specific IgG (left panel) and IgM (right panel) in immunized recipients 7, 11 and 14 days after immunization. (E) AID/YFP (green), B220 (red), IgD (blue) (right panels) and merged **(**left and right panels) expression by confocal microscopy analysis of spleen slices 14 days after immunization. (F) Analysis of germinal center B cells in immunized mice. Left panel shows the co-expression of Gl7 and CD95 by B cells from naive (left dot plot), non-immunized (middle dot plot) and 14 day-immunized mice (right dot plot). Right panel shows the % of Gl7hi CD95+ cells among AID/YFP- (white bar) and AID/YFP+ (black bar) splenic B cell subsets from 14 day-immunized mice. Data (mean ± SEM) are shown for one experiment representative of 3, with 4–5 mice per group. Significances were calculated using Student *t*-tests, *, P<0.05; ***, P<0.001.

### Kinetics of memory B cell generation

We studied the evolution of the B cell response. From two weeks onwards the total number of B cells contracted and at four weeks we recovered about 2-4x10^6^ cells, number that remained stable up to week 20 (Fig 2A). High titers of HEL-specific IgG were kept from week 3 to 8, declined thereafter, but were still significantly elevated 20 weeks later (Fig 2B). A population of cells secreting HEL-specific Igs was present in the spleen (Fig 2C), but not in the BM (not shown) even at the late time points. About 60% of the recovered cells exhibited the phenotype of antigen-experienced (“memory”) CD19^+^HEL^+^AID/YFP^+^ expressing either IgM or IgG (Fig 2D and 2E). We compared the phenotype of the two AID/YFP^+^IgM^+^ and AID/YFP^+^IgM^-^IgG^+^ memory cell populations recovered with that of the naïve B cells (Fig 2F). We found that antigen-experience and naïve B cells expressed similar levels of CD62L, CD69 and BAFFR (not shown). Antigen-experienced cells presented sustained expression of CD95 and increased levels of PNA, but the vast majority lost expression of the germinal center marker GL7 present at earlier times post-immunization (Fig 2F compare to Fig 1F). Compared to naïve B cells, AID/YFP^+^ cells expressed higher levels of CD80 and MHC class II and down-regulated expression of CXCR5 (Fig 2F). These findings indicate that the post-germinal center AID/YFP^+^ B cells express an activated phenotype [5, 21], have increased antigen-presenting capacity [22], but may loose the ability to re-enter primary follicles being CXCR5^low^ [23]. We have also compared the patterns of gene expression (RNAseq) by naïve, activated (YFP^-^ cells of immunized mice) and both populations of YFP^+^ memory cells. 

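RNA was sequenced from 12 libraries of sorted spleen B cells, 3 from each of 4 populations. The legend of Fig 3 names different recipient mice as the source of naïve and memory cells and does not mention activated cells. For secondary transfers, the paper sorted naïve cells from the transgenic donor strain. If the naïve libraries came from such donors, comparisons with them cannot be told apart from effects of transfer, host and transferred T cells. Naïve cells were gated on CD19, IgM and HEL binding without YFP, and memory cells on YFP with either IgM or IgG alone. The B cells carry a receptor for HEL, hen egg lysozyme, and YFP marks cells that have expressed AID, the enzyme of class switching and hypermutation. The sample labels give 8 weeks after immunization for all 4 populations, naïve cells included, and the paper's text names no time for these libraries. The authors aligned single reads of stranded total RNA libraries with TopHat to the mouse genome GRCm38 and counted them per Ensembl gene with HTSeq. The deposited values are these raw counts. Total counts over genes were 8738309, 1013000 and 9347310 in naïve replicates 1, 2 and 3, and 3690805, 648875 and 1477916 in the activated replicates. They were 9366267, 2443984 and 6296990 in IgM+ memory cells and 993999, 2693873 and 11174971 in IgG+ memory cells. Genes with a count numbered 10156 and 10673 in IgG+ memory replicates 1 and 2, and 12725 to 15185 in the other 10 libraries. Counts were scaled by TMM, and the 12954 genes that passed edgeR's filter on low counts were tested. All 12 libraries were fitted together with a mean per population, and edgeR's quasi-likelihood test was used at a Benjamini-Hochberg adjusted p of 0.05. The biological coefficient of variation was 0.691. In simulated data of the same design, 18 to 26% of genes with a 4-fold change and 50 to 74% of genes with a 16-fold change passed the test. Where a population had 0 counts of a gene, folds were set against a floor of 3 counts over its libraries, and floors and counting intervals cover counting error only.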

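Activated, IgM+ memory and IgG+ memory cells had lower levels than naïve cells of Bach2, Fcer2a and Cd55, and higher levels of Cxcr3 and Tbx21. Bach2 (ENSMUSG00000040270), a repressor of plasma cell differentiation on chromosome 4 of GRCm38 from 32238804 to 32586108, measured 275 ± 22.1 CPM (counts scaled to the normalized library size; SD, n = 3) in naïve cells. It measured 33.4 ± 13.5 CPM in activated, 47.7 ± 20.1 in IgM+ memory and 18.5 ± 2.20 in IgG+ memory cells (SD, n = 3 each). Its log2 fold changes were -3.00, -2.53 and -3.90 (standard errors 0.39, 0.38 and 0.41; adjusted p = 0.00255, 0.00672 and 0.000293 from edgeR's quasi-likelihood test). Fcer2a encodes CD23, the low-affinity IgE receptor of follicular B cells, and fell from 532 ± 182 CPM in naïve cells to 23.0 ± 13.4, 27.5 ± 21.2 and 21.8 ± 15.5 CPM (SD, n = 3). Cd55, a regulator of complement, had log2 fold changes of -2.13, -2.34 and -2.57. Of 17 measured genes of naïve follicular B cells, these 3 were lower and none was higher in each comparison (4, 5 and 5 lower when adjusted over the list alone). The list as a whole was lower by limma's camera (adjusted p = 2.69e-05, 2.38e-07 and 0.00154), with adjusted p = 0.0263, 0.00857 and 0.114 with an estimated correlation.
Cxcr3 (ENSMUSG00000050232), a chemokine receptor gene on chromosome X from 101731535 to 101734269, had 1 count over the 3 naïve libraries and 31.9 ± 2.71, 36.8 ± 22.8 and 57.4 ± 35.6 CPM in activated, IgM+ memory and IgG+ memory cells (SD, n = 3). The ratios to naïve cells were 635-fold (95% counting interval 113 to 25240), 883-fold (158 to 34910) and 786-fold (141 to 31120), with adjusted p = 0.0012, 0.00106 and 0.000378 from edgeR's quasi-likelihood test. Tbx21, the gene of the transcription factor T-bet, also had 1 count in naïve cells and 16.0 ± 7.83, 25.6 ± 28.0 and 23.0 ± 16.7 CPM in the other populations (adjusted p = 0.0388, 0.015 and 0.018 from the same test). Its ratios were 404-fold (95% counting interval 71.0 to 16090), 718-fold (128 to 28410) and 352-fold (62.6 to 13950). Of 19 genes of atypical (age-associated) B cells, Cxcr3, Tbx21, Fcrl5 and Apoe were higher and none was lower in each comparison (7, 7 and 5 higher and 2, 1 and 1 lower when adjusted over the list alone). Camera gave this list adjusted p = 0.00247, 0.00575 and 0.00374, and adjusted p = 0.0672, 0.108 and 0.147 with an estimated correlation. Of 20 memory B cell genes, Cxcr3 was higher in each comparison and Zbtb20, a transcriptional repressor, in both memory populations (4, 6 and 3 higher and 1, 1 and 2 lower when adjusted over the list alone). The memory list was higher by camera (adjusted p = 0.000143, 0.00088 and 0.00154; adjusted p = 0.0263, 0.0559 and 0.114 with an estimated correlation). In the same comparisons, 22 markers of myeloid cells had median log2 fold changes of 3.09, 2.63 and 1.94, and Apoe is also expressed by macrophages. T and NK cells also express Cxcr3 and Tbx21. Medians of 13 T cell markers were 4.61, 3.06 and 1.07 (0 with zeros at the floor for the last) and of 7 NK cell markers 2.38, 1.29 and 1.30. Camera gave the T cell list adjusted p = 2.93e-09, 0.0019 and 0.231 (adjusted p = 0.0263 and 0.18 with an estimated correlation for the first 2), and the NK cell list adjusted p = 2.70e-05, 0.0355 and 0.074 (adjusted p = 0.0263 and 0.227 with an estimated correlation for the first 2).
In activated cells, the calls of Tbx21, Fcrl5 and Apoe ended without any 1 of the 6 libraries compared (adjusted p = 0.0713 to 0.163, 0.0709 to 0.142 and 0.0951 to 0.204), that of Fcer2a without naïve replicate 3 or any 1 activated replicate (0.0588 to 0.0951) and that of Cd55 without naïve replicate 1 or 3 or any 1 activated replicate (0.0693 to 0.123). In IgM+ memory cells, the calls of Tbx21 ended without any 1 naïve replicate or IgM+ memory replicate 1 (adjusted p = 0.0638 to 0.0817), of Fcer2a without naïve replicate 3 or IgM+ memory replicate 1 (0.0509 to 0.0543) and of Zbtb20 without naïve replicate 2 or 3 (0.0509 to 0.059). In IgG+ memory cells, that of Tbx21 ended without any 1 naïve replicate (0.0748 to 0.0894). In the memory populations, the calls of Apoe ended without any 1 naïve replicate, IgM+ memory replicate 3 or IgG+ memory replicate 2 (up to 0.0888 and 0.123), and those of Fcrl5 without naïve replicate 3 in both (0.0509 and 0.0554) or naïve replicate 2 in IgG+ memory cells (0.0604). Libraries thinned to the same total ended the calls of Tbx21 (adjusted p = 0.195, 0.0953 and 0.0852). The fit of only the 2 populations ended those of Tbx21 and Fcrl5 in IgG+ memory cells (0.158 and 0.11). In activated cells, the globin covariate ended those of Tbx21 (0.0573, log2 fold change 7.75 before and 8.29 after), Cd55 (0.0573, -2.13 and -2.17) and Apoe (0.179, 2.43 and 1.55), and leaving out immunoglobulin genes or the Y-linked covariate that of Apoe (0.0586 and 0.0665). The fit without the 3 globin-rich libraries ended those of Tbx21 and Cd55 there (0.0557 and 0.071, with log2 fold changes of 7.92 and -2.15). Voom with library weights ended the calls of Tbx21 in each comparison (0.0861, 0.0664 and 0.224) and, in IgG+ memory cells, of Cxcr3 (0.1), Fcer2a (0.0888), Cd55 (0.0554), Zbtb20 (0.111), Fcrl5 (0.123) and Apoe (0.289). Without IgG+ memory replicates 1 and 2 those of Fcer2a and Apoe ended in IgG+ memory cells (0.0528 and 0.0776), and those of Bach2 held without each library in turn.

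**Figure D1:**
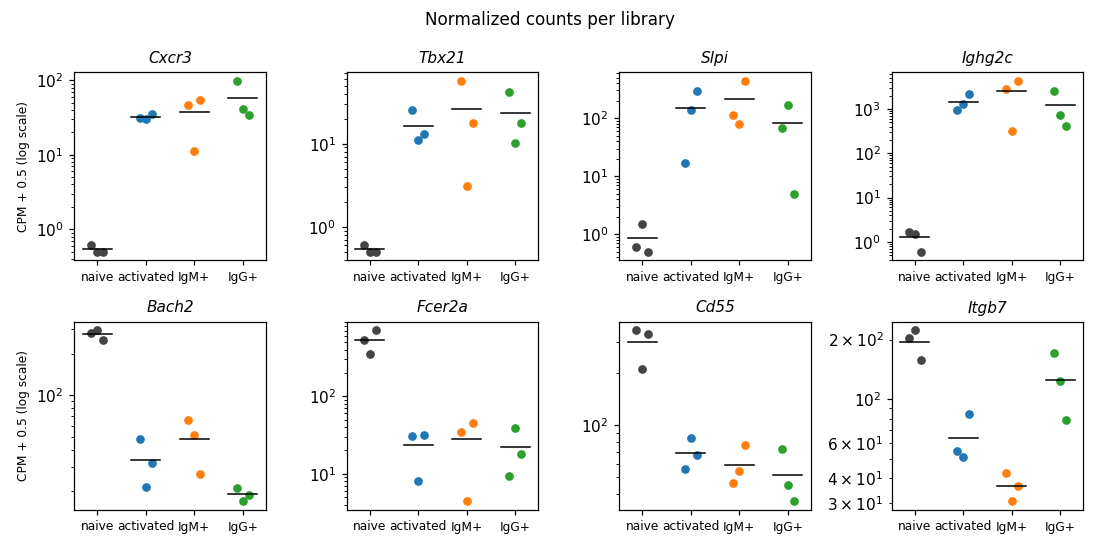
CPM plus 0.5, on a log axis, of 8 genes in the 3 libraries of each population (points) with the mean (line). Bach2, Fcer2a and Cd55 are highest in the naïve libraries, and Cxcr3, Tbx21, Slpi and Ighg2c are lowest there.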

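Constant region genes of switched isotypes were higher than in naïve cells in all 3 other populations. Of 9 measured immunoglobulin constant region genes, Ighg1, Ighg2b, Ighg2c, Ighg3 and Igha were higher in each comparison (6, 6 and 6 when adjusted over the list alone), and Ighm was lower in IgG+ memory cells. This call of Ighm held without IgG+ memory replicate 3 and ended without any 1 of the other 5 libraries compared (adjusted p = 0.052 to 0.0853), in the fit of only the 2 populations (0.106), with voom with library weights (0.0973), without the 3 globin-rich libraries (0.105) and without IgG+ memory replicates 1 and 2 (0.123, with the log2 fold change of Ighm moving from -3.38 to -2.26). Ighg2b, on chromosome 12 of GRCm38 from 113302965 to 113307933, measured 10.1 ± 4.36 CPM in naïve, 1378 ± 342 in activated, 874 ± 508 in IgM+ memory and 979 ± 355 in IgG+ memory cells (SD, n = 3). Its log2 fold changes were 6.99, 6.33 and 6.49 (standard errors 0.58, 0.56 and 0.57; adjusted p = 3.25e-05, 8.73e-05 and 6.79e-05 from edgeR's quasi-likelihood test). Ighg2c rose from 0.776 ± 0.592 CPM to 1465 ± 632, 2474 ± 2018 and 1217 ± 1147 CPM (SD, n = 3; adjusted p = 0.000916, 0.000492 and 0.000386 from the same test). The constant region list was higher by camera (adjusted p = 4.77e-08, 6.58e-08 and 2.35e-06; adjusted p = 0.00796, 0.00827 and 0.0153 with an estimated correlation). Its median log2 fold changes were 6.99, 6.33 and 6.49, or 6.73, 6.33 and 5.87 with members at 0 counts set to the floor.
Of 26 interferon response genes, none passed the test in activated cells, and Oas2, a sensor of double-stranded RNA, and Irf7, a transcription factor of the interferon response, were lower in both memory populations (7, 12 and 13 lower when adjusted over the list alone). Oas2 measured 185 ± 54.3 CPM in naïve, 59.7 ± 14.4 in activated, 36.4 ± 27.4 in IgM+ memory and 37.5 ± 3.44 in IgG+ memory cells (SD, n = 3). The list was lower by camera (adjusted p = 8.07e-07, 2.68e-10 and 0.000112; adjusted p = 0.156, 0.108 and 0.295 with an estimated correlation), with median log2 fold changes of -0.98, -1.30 and -1.24.
Globin transcripts made up 0.576 ± 0.372% of counts in naïve, 3.36 ± 2.19% in activated, 2.24 ± 2.10% in IgM+ memory and 2.60 ± 2.08% in IgG+ memory libraries (SD, n = 3). The constant region genes are similar in sequence, and reads may be shared between them. DESeq2 gave no p for Ighg1, the calls of Igha ended in activated cells without any 1 of the 6 libraries (adjusted p = 0.0852 to 0.22), in IgM+ memory cells without naïve replicate 1 (0.0537) and in IgG+ memory cells without any 1 naïve replicate or IgG+ memory replicate 1 or 2 (0.058 to 0.195), and voom with library weights ended the calls of Ighg2c (0.201, 0.195 and 0.486, where RLE size factors, DESeq2, thinning and left-out libraries gave at most 0.0123). In IgM+ memory cells the call of Ighg3 ended when 1 of the libraries was left out (adjusted p = 0.0537). In IgG+ memory cells voom also ended those of Ighg2b (0.0973) and Ighg3 (0.1), and the fit of only the 2 populations that of Ighg3 (0.0515). That fit ended the calls of Oas2 in IgM+ memory cells (0.0572) and of Irf7 in both memory populations (0.0645 and 0.148). Thinning ended the calls of Igha in activated and IgG+ memory cells (0.139 and 0.167), as did the bias-corrected test (0.117 and 0.0948) and the globin and Y-linked covariates (0.0583 to 0.069). Voom ended Igha in each comparison (0.578, 0.42 and 0.784). Without the 3 globin-rich libraries Oas2 and Irf7 ended in both memory populations (0.0727 to 0.157; log2 fold changes -2.16 and -2.36 for Oas2 and -2.57 and -2.19 for Irf7, against -2.33 and -2.30 and -2.31 and -2.48 in the fit of all libraries), and Igha in IgG+ memory cells (0.0795). Without IgG+ memory replicates 1 and 2, Oas2, Irf7 and Igha ended in IgG+ memory cells (0.144, 0.139 and 0.0818), as Oas2 and Irf7 did with voom (0.14 and 0.217) and the globin covariate (0.0695 and 0.0507). In IgM+ memory cells both covariates ended Irf7 (0.0637 and 0.0687). The calls of Oas2 ended without any 1 naïve replicate, IgM+ memory replicate 2 or 3 (adjusted p = 0.0518 to 0.148) or IgG+ memory replicate 1 or 2 (0.0551 to 0.149). Those of Irf7 ended without naïve replicate 1 or 2, any 1 IgM+ memory replicate (0.0765 to 0.249) or IgG+ memory replicate 2 (0.0629 to 0.17).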

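Between the memory subsets, no gene passed the test, and mean levels in IgG+ cells were lower for Ighm and higher for Ighg1 and Itgb7. The cells were sorted on IgM and IgG, so the gate itself selected for the differences in Ighm and Ighg1. Ighm measured 1265 ± 1300 CPM in IgG+ and 8113 ± 5249 CPM in IgM+ memory cells (SD, n = 3), a log2 difference of -2.68 (standard error 0.62, adjusted p = 0.599 from edgeR's quasi-likelihood test). Ighg1 measured 2695 ± 741 CPM in IgG+ and 198 ± 213 CPM in IgM+ memory cells, a log2 difference of 3.76 (standard error 0.79, adjusted p = 0.599). Itgb7, the integrin chain of gut homing, measured 124 ± 45.6 CPM in IgG+ and 36.1 ± 5.96 CPM in IgM+ memory cells, a log2 difference of 1.76 (standard error 0.34, adjusted p = 0.599). Each of the 3 IgG+ libraries lay beyond each of the 3 IgM+ libraries for Ighm, Ighg1 and Itgb7, as they did for 1480 of the 12954 genes (11.4%, where chance gives 10%). No gene list differed by camera over all libraries (lowest adjusted p 0.0786). Immediate early genes were higher in IgG+ cells by camera without IgM+ memory replicate 1 (adjusted p = 1.58e-06) or IgG+ memory replicate 3 (0.00611). Replicate 1 of each subset stood apart in this list, with medians of 8.08 and 8.15 log2 CPM against 4.23 to 5.80 in the other memory libraries. Both results therefore depend on which libraries were kept. With an estimated correlation, camera gave the list adjusted p = 0.795 over all libraries. Adjusted over the list alone, Bach2 (log2 difference -1.37) was lower among the follicular genes and Itgb7 higher among 22 homing receptor genes. In the same way, Creld2 (-2.70) was lower among 18 plasma cell genes, and Fcgr3 (-2.21) and Cd14 (at least 40.7-fold) among 22 myeloid markers. Cenpe (at least 29.2-fold) was lower among 39 cell division genes, and Cd14 and Cenpe had 0 counts in IgG+ memory cells. Of the constant region genes, 1 was higher and 2 were lower.
edgeR's quasi-likelihood test called 0 genes, with 721 at an unadjusted p under 0.05. Where nothing differs, a share of 0.05 of the 12954 genes would have such a p, and 721 lies near that share. DESeq2 called 34 genes, 33 lower and 1 higher, which was Itgb7 (log2 difference 1.83, adjusted p = 0.00165 from DESeq2's Wald test). Voom with library weights called 1 and edgeR's bias-corrected test 1. Of the 33 genes lower by DESeq2, 26 had no count in IgG+ memory replicates 1 and 2. In IgG+ memory replicate 3, all 33 lay below the IgM+ memory mean and 31 below the lowest IgM+ memory library. Replicate 3 was among the libraries that selected these genes, so its low values are no separate support. Without IgG+ memory replicate 3, 252 genes passed (4 higher and 248 lower), Ighm among those lower, whose adjusted p ranged from 1.9e-19 with no filter on low counts to 1 over the alternatives. The fit without replicate 3 kept IgG+ memory replicates 1 and 2 alone. These had 0 counts for 10.7 and 8.38% of genes that reached 10 CPM in the mean of the other libraries. In the remaining libraries the share was 0.147 to 2.04%. Ighm measured 448 and 624 CPM (scaled to total counts) in these replicates and 2574 CPM in replicate 3. Lost transcripts and a difference between the subsets cannot be told apart in that fit. In simulated data, 26% of genes with a 4-fold change and 42% of genes with an 8-fold change passed in this comparison. From the comparison of the 4 populations in Fig 3, the paper states that naïve cells are set apart from the others and that the memory subsets differ little.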

The data shows a clear discrimination of naïve and activated/memory cells while indicating only minor differences between both subsets of YFP^+^ memory cells (Fig 3).

**Fig 2:**
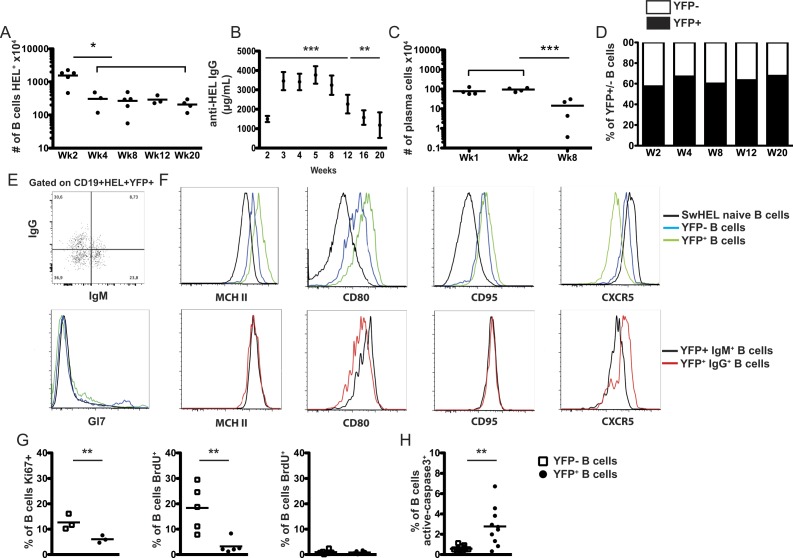
Long-term maintenance of memory B cells. Rag2-/- recipient mice were injected with naive SW_HEL_.AID/YFP.Rag2^-/-^ B cells and OTII.Rag2-/- naive CD4 T cells and immunized as in Fig 1. Mice were analyzed at 2, 4, 8, 12 and 20 weeks after immunization. (A) Number of splenic B cells recovered. (B) Seric level of anti-HEL specific IgG1. (C) Number of splenic CD138+ plasma cells determined by flow cytometry. (D) Repartition of splenic AID/YFP+ (black bars) and AID/YFP- (white bars) B cells. (E) Flow cytometric analyses of IgG and IgM expression by AID/YFP+ B cells. (F) Flow cytometric analyses of MHC II, CD80, CD95, CXCR5 and Gl7 expression by splenic AID/YFP+ (green lines), AID/YFP- (blue lines) and naive (black lines, upper histograms), and IgM+ (black lines) and IgG+ (red lines, lower histograms) B cells from naive, and eight-week immunized mice. (G) The % of splenic proliferating B cell was assessed 8 weeks after immunization by flow cytometric analysis of Ki67 expression (left) and BrdU incorporation 24h (middle) or 72h (right) after BrdU injection. (H) The % of apoptotic splenic B cell was assessed by flow cytometric analysis of active caspase 3 level 8 weeks after immunization. Data (mean ± SEM) are shown for one experiment representative of 2, with 4–5 mice per group. Significances were calculated using Student *t*-tests, *, P<0.05; ***, P<0.001.

**Fig 3:**
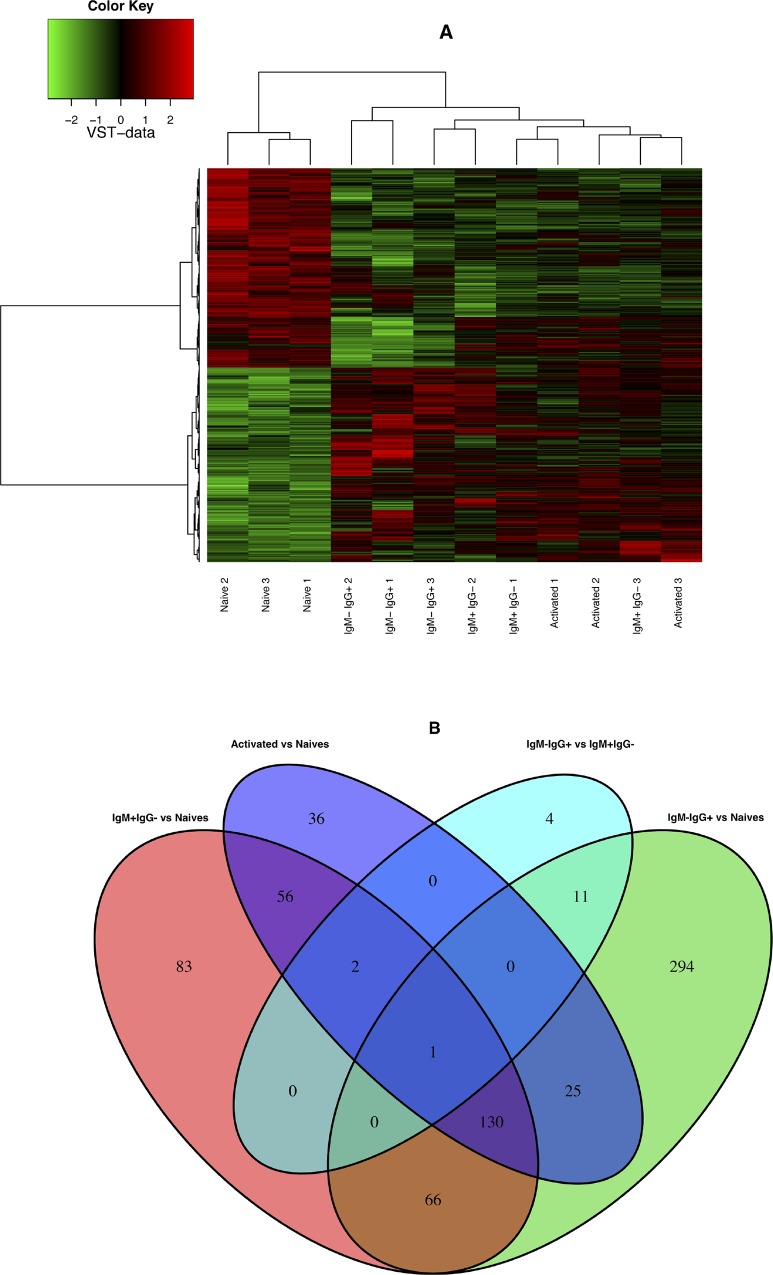
Transcriptional program of memory B cell subsets.

mRNA was isolated from sort-purified Naïve (CD19^+^HEL^+^YFP^-^IgM^+^) IgM^+^IgG^-^ or IgM^-^IgG^+^HEL^+^ CD19^+^YFP^+^ memory B cells from spleen of different recipient mice. Total RNA was isolated using the RNeasy Micro Kit (QIAGEN). RNA quality and concentration were assessed using RNA 6000 Pico LabChips with a 2100 Bioanalyzer (Agilent Technologies). Total RNA (0,1 to 1 μg) was then converted into a library of template molecules of known strand origin using the TruSeq Stranded total RNA sample preparation kit (Illumina) as recommended by the manufacturer. The validated libraries were then subjected to DNA sequencing. The analysis is performed using the R software, Bioconductor packages including DESeq2 and the PF2tools package (version 1.2.9) developed at PF2 (Institut Pasteur). Normalization and differential analysis are carried out according to the DESeq2 model and package (version 1.8.1). 

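The 3 naïve libraries formed a cluster apart from the 9 activated and memory libraries, and the IgG+ memory libraries did not form a cluster of their own. Over the 500 most variable genes, Ward clustering split the 12 libraries first into naïve and all others. The next branch held IgG+ memory replicates 1 and 2, while IgG+ memory replicate 3 stayed with the activated and IgM+ memory libraries. Over the 12954 genes, naïve libraries correlated with each other at a median r of 0.852, activated libraries at 0.825 and IgM+ memory libraries at 0.86, across genes, which are not independent replicates. The median was 0.708 between IgG+ memory libraries and 0.747 (0.721 to 0.884) between IgG+ and IgM+ memory libraries. Activated and IgM+ memory libraries correlated at 0.847, and naïve libraries at 0.785, 0.813 and 0.698 with activated, IgM+ memory and IgG+ memory libraries.
The mean silhouette width of naïve against all other libraries was 0.233 (exact permutation test over 220 splits, one-sided, p = 0.00909, where the smallest possible is 0.00455). A single other split was as large, at 0.246, and set apart activated replicate 3, IgM+ memory replicate 3 and IgG+ memory replicate 2, in which globin transcripts took 5.81, 4.57 and 5.00% of counts. For IgG+ against IgM+ memory libraries the width was -0.0237 (exact permutation test, one-sided, p = 0.7, where 3 against 3 libraries allow no less than 0.1). Over all genes the width of the naïve libraries was 0.123 (p = 0.0591), and without naïve replicate 1, 2 or 3 it was 0.17, 0.185 and 0.194 (p = 0.0545 each, exact permutation tests).

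**Figure D2:**
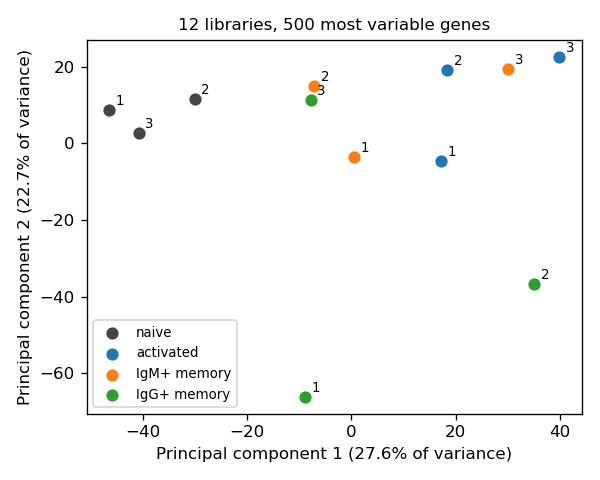
First 2 principal components of log2 CPM over the 500 most variable genes, with 1 point per library, numbered by replicate and coloured by population. The naïve libraries lie at -46.41 to -30.04 on the first component (27.6% of variance) and the others at -8.84 to 39.88, and IgG+ memory replicates 1 and 2 lie lowest on the second (22.7%).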

Fig 3A shows a representative heat map of the different cells populations. 

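In activated, IgM+ memory and IgG+ memory cells alike, 23 genes were higher and 9 lower than in naïve cells, 32 in all. S1pr3, a receptor for sphingosine-1-phosphate encoded on chromosome 13 of GRCm38 from 51408639 to 51422797, measured 66.4 ± 26.4 CPM in naïve, 318 ± 39.5 in activated, 285 ± 5.79 in IgM+ memory and 292 ± 76.5 in IgG+ memory cells (SD, n = 3). Its log2 fold changes were 2.24, 2.09 and 2.12 (standard error 0.31 each; adjusted p = 0.00507, 0.00672 and 0.00426 from edgeR's quasi-likelihood test). Samhd1, an enzyme that degrades deoxynucleotides, fell from 977 ± 235 CPM in naïve cells to 280 ± 38.4, 246 ± 27.2 and 270 ± 49.8 CPM (SD, n = 3; adjusted p = 0.00682, 0.00459 and 0.00371 from the same test). Gga2, an adaptor of transport from the Golgi, fell from 419 ± 45.7 CPM to 125 ± 6.91, 120 ± 19.5 and 133 ± 21.8 CPM. Slpi, an inhibitor of serine proteases, had 2 counts in naïve cells and was 990-fold (95% counting interval 273 to 8196), 2251-fold (623 to 18590) and 423-fold (117 to 3504) higher in the other populations. Slpi measured 16.7, 136 and 289 CPM in the activated replicates, 114, 80.0 and 441 in the IgM+ memory and 67.5, 171 and 4.52 in the IgG+ memory replicates. The myeloid marker C1qb measured 19.7, 130 and 151, 62.9, 92.6 and 302, and 30.8, 64.2 and 61.7 CPM, and 22 myeloid markers had median log2 fold changes of 3.09, 2.63 and 1.94 against naïve cells. The receptor genes Ackr3 and Nrp2 were also higher in all 3 comparisons, and Akap12, a scaffold of protein kinase A, was lower. Itgb7 passed in IgM+ memory cells (log2 fold change -2.42) and had adjusted p = 0.0622 in activated cells. Serinc5, a membrane protein gene, had 1 count over the IgG+ memory libraries and was 795-fold lower there than in naïve cells (95% counting interval 143 to 31440; adjusted p = 0.000386).
In total, 38 genes differed from naïve cells in activated cells (24 higher and 14 lower), 80 in IgM+ memory cells (33 and 47) and 84 in IgG+ memory cells (34 and 50), with 1138, 1312 and 1835 at an unadjusted p under 0.05. At least 1 comparison called 117 genes, 42 higher and 75 lower. Activated and IgM+ memory cells shared 23 higher and 12 lower genes, activated and IgG+ memory cells 24 and 10, and the memory subsets 25 and 23, where independent lists would share 0.181 or fewer. No gene was called in opposite directions. All 80 genes called in IgM+ memory cells had the same direction in both other comparisons, and of the 84 called in IgG+ memory cells 83 did in activated cells. Fold changes correlated across genes at r = 0.85, 0.60 and 0.65 (covariance 1.79, 1.62 and 1.64). All comparisons share the naïve libraries, and simulated unchanged groups, with naïve libraries drawn in the same way, gave 0.473, 0.469 and 0.496 (covariance 0.62, 0.631 and 0.62) and 0 shared calls. These groups held no changed genes, so their 0 shared calls say nothing about sharing among the genes called here. Part of each correlation may come from the shared naïve libraries, which the simulated values include. The libraries were drawn independently, while activated and IgM+ memory libraries with the same number deviated together from their means (r = 0.34, 0.18 and 0.27), so 0.473 may be too low for that pair. Of the 12954 genes, 19.7, 21.2 and 16.2% had no overlap with the naïve libraries, where chance gives 10%. Naïve libraries against the 9 others gave 269 genes, 112 higher and 157 lower in the others. IgM+ memory and activated cells differed in 0 genes by edgeR, DESeq2 and voom with library weights, with 101 at an unadjusted p under 0.05 by edgeR. IgG+ memory and activated cells differed in 0 genes by edgeR (783 at an unadjusted p under 0.05) and by voom, and in 85 by DESeq2. Where nothing differs, a share of 0.05 of the 12954 genes would have such a p. The 783 lie near that share and the 101 far below it. The test between IgM+ memory and activated cells was thus conservative, and its 0 genes do not show that these cells are alike.
DESeq2 called 351, 426 and 728 genes against naïve cells, among them 37, 79 and 83 of the edgeR calls, and leaving out any 1 library gave 8 to 19, 28 to 39 and 25 to 71 genes, except 634 in IgG+ memory cells without IgG+ memory replicate 3. The last fit kept IgG+ memory replicates 1 and 2, the libraries with the fewest genes with a count. The call of Slpi in activated cells ended without any 1 naïve replicate or activated replicate 2 (adjusted p = 0.0558 to 0.16), in IgM+ memory cells without naïve replicate 1 or 3 (0.0722 to 0.0765) and in IgG+ memory cells without any 1 naïve replicate or IgG+ memory replicate 2 (0.0515 to 0.122). In activated cells, those of Samhd1 and Gga2 ended without activated replicate 2 (0.0558 each). The call of S1pr3 in IgG+ memory cells ended in the fit of only the 2 populations (adjusted p = 0.0653), as did those of Slpi, Ackr3 and Nrp2 (0.0647, 0.198 and 0.272). Without IgG+ memory replicates 1 and 2 the log2 fold change of Slpi there fell from 9.24 to 5.13 and the call ended (0.152), as did that of Gga2 (0.119). Voom with library weights ended the calls of Slpi (0.283, 0.235 and 0.715) and Ackr3 (0.0522, 0.0616 and 0.281) in each comparison. In IgG+ memory cells it also ended those of Nrp2, Gga2, Akap12 and Serinc5 (0.219, 0.0632, 0.209 and 0.197). In each comparison the calls of Ackr3 ended without any 1 naïve replicate (adjusted p up to 0.161), of Nrp2 without naïve replicate 3 (up to 0.123) and of Akap12 without naïve replicate 2 (up to 0.233), and some ended without other libraries. Thinning ended the calls of Akap12 in activated cells (0.0583) and Nrp2 in IgG+ memory cells (0.0847). The globin covariate ended those of Akap12 and Gga2 in activated cells (0.0573 and 0.0527; log2 fold changes -5.32 and -1.75 before and -6.22 and -1.61 after), and the Y-linked covariate that of Akap12 in activated and IgM+ memory cells (0.0631 and 0.0528). The fit without the 3 globin-rich libraries ended those of Samhd1, Gga2, Akap12 and Ackr3 in activated cells (0.0586, 0.0586, 0.0786 and 0.0786), where the log2 fold changes were -1.80, -1.75, -5.32 and 3.03 before and -1.73, -1.73, -5.15 and 2.95 after. It also ended those of Ackr3 in both memory populations (0.0722 and 0.0516; 2.85 and 2.75 before and 2.78 and 3.04 after) and of Gga2 in IgG+ memory cells (0.0774; -1.65 and -1.55).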

Fig 3B shows the Venn diagram showing total number of differentially expressed features for each comparison. The RNA sequence data has been deposited in NCBI’s Sequence Read Archive database under accession number GSE79672 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE79672).

### Memory B cells are actively dividing cells

Late in the immune response persistent B cell numbers were kept by active cell division as a significant fraction of the cells were Ki67^+^ (Fig 2G left) and incorporated BrdU (Fig 2G middle). The frequency of BrdU^+^ cells was higher among the AID/YFP^-^ cells (15%) than in the major AID/YFP^+^ memory population (3%) and similar between the IgM^+^ and IgM^-^ AID/YFP^+^ populations (Fig 2G middle and not shown). Three days after BrdU pulse populations were clear of BrdU^+^ cells (Fig 2G right) attesting their high division rate. In spite of their increased proliferation rate, memory cells numbers were stable indicating that proliferation may be compensated by cell death as suggested by the frequency of caspase3^+^ cells (Fig 2H). The frequency of Caspase3^+^ cells was higher among the AID/YFP^+^ cells suggesting that a fraction of these cells may represent cells undergoing terminal differentiation. Importantly, these findings demonstrate that the transfer strategy allowed the generation of significant numbers of persisting antigen-experienced YFP^+^ cells.

### The number of memory B cells is independent the number of naïve B cell progenitors

It is not yet known whether the number of antigen-experienced memory B cells correlated to the number of naïve B cells or if it is controlled independently of the initial number of antigen-specific B cells present. To approach this question we transferred different numbers of mature naïve B cells from SW_HEL_.AID/YFP.Rag2^-/-^ donors (ranging from 10^5^ to 5.10^6^) into Rag2-deficient mice together with an excess of CD4^+^ T helper cells (10^6^) and immunize the hosts the day after cell transfer with OVA-HEL in optimal non-limiting quantities. To directly compare the results obtained after the transfer of different all numbers we allowed the responses to reach steady-state eight weeks after antigenic challenge. We studied the amplitude of the immune response by measuring the serum titers of HEL-specific IgG antibodies and enumerating the number of HEL-specific B cells recovered. We found that in the presence of excess T cell help, the levels of the HEL-specific IgGs (Fig 4C), and both the total number of HEL-specific (Fig 4A) and of memory YFP^+^ B cells recovered (Fig 4B), did not correlate to the number of antigen specific naïve B cells initially transferred.

**Fig 4:**
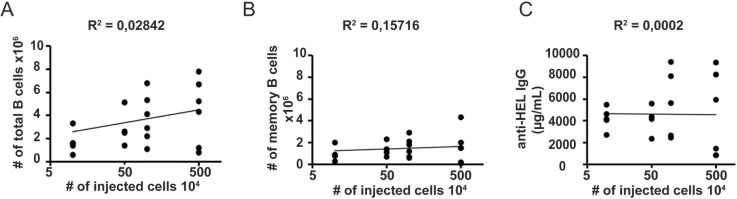
Regulation of the size of the memory B cell pool. Rag2-/- recipient mice were injected with different numbers of naive SW_HEL_.AID/YFP.Rag2^-/-^ B cells and OTII.Rag2-/- naive CD4 T cells and immunized as in Fig 1. The correlations between the number of injected B cells and (A) the number of total splenic B cells recovered, (B) the number of splenic AID/YFP+ memory B cells recovered 8 weeks after immunization and (C) the level of anti-HEL specific IgG in the serum are shown. For each plot, linear regression coefficient R2 is shown.

### Differential functionalities of both subsets of memory B cells

Memory B cells are defined functionally by their ability to induce secondary IgG antibody responses upon secondary antigenic challenge. We investigated whether the subsets of AID/YFP^+^IgM^+^ and AID/YFP^+^IgM^-^IgG^+^ antigen-experienced (memory) B cells persisting at late time points could mount secondary IgG responses and persist after secondary transfer. For this purpose we followed two different experimental strategies. In the first, 5x10^4^ cells of either IgM^+^ or IgM^-^IgG^+^ memory B cells, were transferred with an excess helper OTII CD4^+^ T cells into secondary Rag-deficient hosts that were boosted with OVA-HEL the day after cell transfer. In the absence of immunization antibody levels were undetectable (not shown) and three weeks after transfer recovery of both memory B cell subsets was about 10–20% of the initial cell input, exceeding naïve B cell recovery (Fig 5A), supporting the notion that memory B cells may not require specific ligand recognition to survive (2). One cannot exclude, however, that cross-reactivity of the BCR transgene with environmental antigens may allow signaling sufficient to maintain naïve and memory cell survival in the absence of HEL [24]. Following immunization, the secondarily transferred AID/YFP^+^IgM^-^IgG^+^ cells responded promptly with the exclusive production of significant levels HEL-specific IgG thus confirming their memory statute (11). The AID/YFP^+^IgM^+^ B cells in response to antigenic boost produced only limited amounts of IgM antibodies (Fig 4B), little IgG antibodies, but did generate GL7^+^ B cells more efficiently than the IgG^+^ memory B cell population (Fig 5D). Thus the IgM^+^ subset may contain precursors able to generate a secondary germinal center reaction and a new progeny of IgG^+^ effectors (4). With time antibody levels decayed rapidly suggesting that the number of transferred memory B cells declined in the secondary hosts after antigenic boost. Indeed, IgM^+^ and IgG^+^ memory B cells failed to expand and 3 weeks after immunization cell recovery was similar to the retrieval observed in the non-immunized hosts (compare Fig 5E and 5A). In similar experimental conditions, naïve B cells following immunization expanded, acquired AID/YFP expression and their numbers more than doubled the number initially injected (Figs 5F and 2A). These data suggest that a significant fraction of the memory B cells generated have a reduced expansion capacity being programmed for rapid differentiation for effector functions.

**Fig 5:**
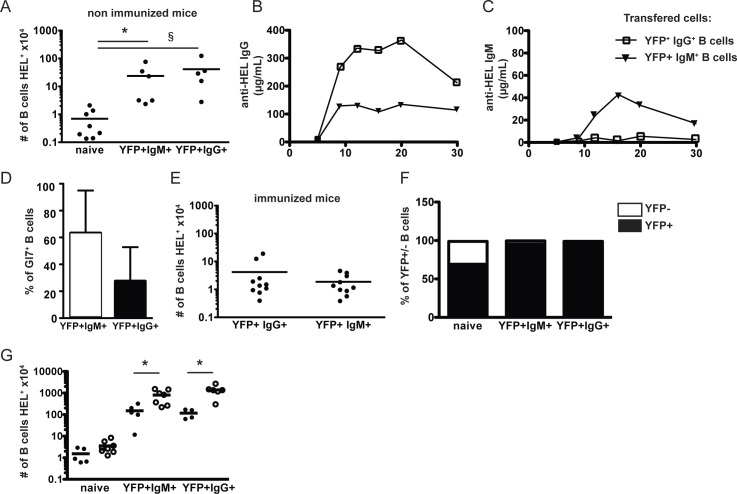
Functions of AID/YFP+ memory B cell subsets. Rag2-/- recipient mice were injected with naive SW_HEL_.AID/YFP.Rag2^-/-^ B cells and OTII.Rag2-/- naive CD4 T cells and immunized as in Fig 1. Eight weeks after immunization, AID/YFP+ IgM+ and AID/YFP+ IgG+ subsets were isolated and transferred alone into secondary Rag2-/- recipient mice. Naive B cells were transferred as controls. (A) Numbers of splenic B cells recovered from the different secondary hosts without immunization. (B) The secondary hosts were immunized 1 day after transfer and the seric levels of anti-HEL specific IgG (C) and IgM were measured 6, 9, 12, 16, 20 and 30 days after immunization. (D) the % of splenic Gl7 hi B cells in secondary hosts transferred with YFP+ IgM+ (white) or YFP+ IgG+ (black) B cells was analyzed by Flow Cytometry 3 weeks after immunization and (F) the relative % of AID/YFP- and AID/YFP+ cells was assessed. In another settings, (G) the different secondary hosts were immunized either 1 day (black circles) or 30 days (white circles) after transfer and the number of total splenic B cells recovered from the spleen of different secondary hosts was determined 6 weeks after immunization. Data (mean ± SEM) are shown for one experiment representative of 2, with 4–5 mice per group. Significances were calculated using Student *t*-tests, *, P<0.05; ***, P<0.001.

Besides long-term survival memory B cells must maintain functional activity in the absence of nominal antigen to be fully effective. To test this we used an alternative approach where memory cells were parked in secondary Rag-deficient hosts for 30 days before re-immunization. We found that under these conditions antigenic challenge resulted in the production of HEL-specific IgG antibodies and in a 100 fold increase in the number of cells recovered, expansion that largely exceed that observed after immediate challenge (Fig 5G).

## Discussion

The aim of this study was to characterize the fate of activated B cells and the generation of memory B cells. To do this, we adoptively transferred monoclonal B cells into immune deficient hosts followed by immunization in presence of T cell help. This strategy resulted in the development of different B cell memory subsets, namely IgM^+^ and IgG^+^, as described for in situ generated memory cells [4, 6, 14]. These findings indicate that distinct memory B cell subsets are not the result of the heterogeneity of initially responding naive cells, but originate from the differentiation of a single B cell clone.

While studying the respective rate of proliferation of both types of memory B cells, we found the same high rate of proliferation for IgM^+^ and IgG^+^ memory B cells. These results contrast with previous published data. First it was been reported that “in situ” memory B cells persist as resting non-dividing cells [11, 25]. However, we have shown that upon adoptive transfer and in absence of competing cells, B cells increase their division rate to occupy the available empty niche [26], which may explain the higher division rate observed here using this adoptive cell transfer strategy. Secondly, comparing life spans among heterogeneous memory B cell populations it was previously reported a lower division rate among the IgM^+^ subset compared to the IgG^+^ polyclonal subset [6]. Differences in BCR affinity between IgM^+^ and IgG^+^ memory clones may explain the higher division rate previously observed among the IgG^+^ cells [6]. In contrast we compared memory B cell subsets belonging to the same clone bearing the same high affinity BCR. Overall these observations support the notion that lymphocyte division rates and life spans are not an intrinsic cell property, but rather determined by the environment and the presence of competing populations [27]. They demonstrate that upon the correct conditions memory B cells can persist by cell division.

An important question was whether the number of memory B cells depends on the number of initial naïve B cells. We found that, in the presence of an excess of T cell help, that was not the case. However, it was previously reported during polyclonal responses that serum titers of anti-HSA was proportional to the number of cells transferred into irradiated mice [28]. It is possible that limited antigen-specific T-B cell encounters may constraint the number of responding B cells and thus determine linear precursor-progeny between naïve and memory B cells. Our findings indicate that within a single clone the number of precursor naive B cells present in the peripheral B cell pool does determine neither the intensity nor the final number of memory B cells in response to an optimal dose of antigen. They suggest that the size of memory B cell pool may be controlled independently of the number of naïve B cell precursors and that in the absence of clonal competition the memory niche can be filled with a single monoclonal population. Considering diverse polyclonal populations, the limited niche for memory cells will imply strong competition among clones resulting in the selection of best fit (high affinity) cells: rare mutated clones being able to out compete more frequent but less avid clones. In our settings, the transgenic memory B cells are likely to counter select any new mutant clones since they express a very high affinity BCR selected in the course of a secondary immune response [29]. Thus, notwithstanding the expression of AID and proliferation we did not detect any BCR VH and VL Ig-chain nucleotide mutations among the recovered memory B cells (not shown). These findings may have implication for vaccination protocols as they indicate that each new antigenic exposure or unrelated immunization would add extra competing clones supporting the need for repeated antigenic boosts to prevent memory B cell attrition. They also demonstrate that the memory B cell pool can be reconstituted from a relatively small number of antigen-specific cells.

It is likely that the relatively poor memory B cell expansion observed after immediate boost after adoptive transfer could be due to the lack in Rag-deficient hosts of the appropriate environment required for memory B cell survival and function. It should be pointed out that B cell transfer into transgenic ML5 Rag-deficient hosts expressing low levels of HEL [29] resulted in rapid cell loss and recovery suggesting that in these hosts, B cells are trapped by antigen in locations were they are unable to survive (not shown). Nevertheless, it has been shown that B cells can drive the maturation of follicular dendritic cells and the organization of lymphoid follicles [30]. Similarly, transferred helper cells may also modify their immediate environment. Thus, by allowing lymphocytes to adapt and modify their immediate environment we improved their response and more important, we recovered the memory B cell pool size present in the original donor mice.

In this study we show that it is possible to fully reconstitute a primary response and the establishment of antibody memory in immune deficient mice after adoptive transfer of antigen-specific monoclonal B cells together with a population of monoclonal helper T cells. Indeed, it is generally believed that in immune deficiencies, B cell therapy has restricted application due to intrinsic defects of host’s lymphoid organs structure that may prevent development of immune responses, germinal center formation, establishment of antibody memory and limit cell survival. In contrast we showed that after adoptive transfer in immune deficient hosts antigen immunization induced B cell activation and expansion, induction of AID expression, class switch recombination, antigen-specific IgM and IgG antibody production, germinal center formation and the generation of two subsets of AID/YFP^+^IgM^+^IgG^-^ and AID/YFP^+^IgM^-^IgG^+^ antigen-experienced B cell subsets able to persist in a lymphopenic environment by cell division mimicking responses obtained in intact non-Tg mice [4]. Upon challenge the AID/YFP^+^IgM^-^IgG^+^ cells responded promptly with the production of HEL-specific IgG while the AID/YFP^+^IgM^+^ B cells secreted only limited amounts of IgM antibodies and fail to produce IgG. In contrast the AID/YFP^+^IgM^+^ B cells could give rise to new GL7^+^ B cells, suggesting that full reconstitution of the memory B cell pool may require transfer of the different antigen-experienced B cell subsets. Importantly, we found that the recall responses were more efficient if the transferred memory cells were given the required time to adapt to their new environment, suggesting that a period of accommodation is necessary before the transferred cells are fully capable to respond. Our findings also show that different processes can modify the survival conditions of memory B cells. Finally, we found that the generation of the memory B cell pool in response to an optimal dose of Ag did not rely on the number of the initially responding B cells, suggesting autonomous homeostatic controls for naïve and memory B cells a property that may allow reconstitution of the memory pool in immune-deficient hosts using a limited number of precursor naïve B cells. An autonomous control of the memory B cell pool where each antigenic exposure adds new competing clones supports the notion of vaccination strategies using antigenic boosting to prevent memory B cell attrition. Overall the findings reported demonstrate that it is possible to reconstitute the memory B cell pool of an immune deficient host with an artificially induced population of monoclonal high affinity memory B cells.

How the deposited data were processed for this re-analysis (not part of the article)

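RNA was measured in 12 libraries of B cells sorted from mouse spleen, 3 replicates each of naïve, activated, IgM+ memory and IgG+ memory cells. According to the submitters' processing notes, the authors aligned the reads with TopHat 1.4.1.1 to GRCm38 and counted them over exons with HTSeq 0.6.1 in a stranded mode that counts every overlapping feature. The deposited files hold 1 column of whole-number counts per Ensembl gene, with no normalization. The rows for reads with no feature took 21.4 to 35.2% of each library and were left out, and the other rows that name no gene were 0. Of 39179 gene IDs, 37607 matched a symbol and a position in the GRCm38 annotation, and the 1572 without a symbol held 0.996% of counts. Because no read was set aside as ambiguous, counts of paralogs and processed pseudogenes are uncertain.

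Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were filtered with filterByExpr by population, which kept 12954, and libraries were scaled by TMM. All 12 libraries were fitted with 4 population means by glmQLFit and tested by glmQLFTest with the defaults of the installed version, in 6 comparisons between populations. Naïve libraries were also set against the 9 others in a fit with 2 groups. Calls were made at a Benjamini-Hochberg adjusted p under 0.05. The prior degrees of freedom were 7.58. The paper names DESeq2 for its differential analysis, and DESeq2's Wald test was run as an alternative. Within populations, the chi-square per degree of freedom between pairs of replicates was 8.32 to 74.4, so no library was a copy of another in its population. Pairs across populations were not compared in this way.

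Log2 CPM used a prior count of 2. Silhouette widths used the Pearson distance over the 500 most variable genes, and the clustering used the Euclidean distance. The share of genes estimated to differ came from limma's propTrueNull. It was 1.60, 2.84 and 16.7% in activated, IgM+ memory and IgG+ memory cells against naïve cells, 10.9% for naïve libraries against the 9 others and 0.105% between the memory subsets. It was 0% between IgM+ memory and activated cells and 1.17% between IgG+ memory and activated cells. The 0% does not show that IgM+ memory and activated cells were alike, since fewer genes had a small p than chance gives. Overlaps of calls were set beside 20 simulations of unchanged groups, in which all 12 libraries were drawn around the naïve mean of each gene. Gene lists, 25 in number, were tested by limma's camera with a preset correlation of 0.01 and again with an estimated correlation. They covered states and processes of B cells, immunoglobulin genes, the genes of the paper's flow cytometry panel, ribosomal, histone and mitochondrial genes, and markers of T, myeloid, NK, erythroid, dendritic cells and platelets. The 37 mitochondrially encoded genes had no counts and were not tested. Ighd, Bcl2a1a, Bcl2a1d, Iglc1, Iglc3 and Ahsp were not found in the files.

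Genes were named by a rule: in each comparison, the 10 genes with the largest rise and the 10 with the largest fall among those past the test with a mean of at least 1 log2 CPM and no overlap between the populations. Predicted genes and immunoglobulin and T cell receptor segments were excluded, and genes the paper names and called members of the lists were added. Serinc5 in the comparison of the memory subsets, Xist, Y-linked genes and single markers of other cells were chosen after their values were seen. The 9 immunoglobulin variable segments tested gave 0 calls by edgeR in any comparison.

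At these depths, 3 counts over a population corresponded to 0.15 CPM in naïve, 0.527 in activated, 0.168 in IgM+ memory and 0.21 in IgG+ memory cells. Replicate numbers were checked for pairing by correlating deviations from the population means. Activated and IgM+ memory libraries with the same number correlated best (r = 0.34, 0.18 and 0.27), and the paper states no pairing. No other pair of populations matched in all 3 numbers by as much.

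The populations, tests, gene lists, rule for named genes and most alternatives were fixed before the data were examined. The alternatives were RLE size factors, no filter on low counts or a filter of 1 CPM in 3 libraries, DESeq2, fits of only the populations compared, the replicate number as a block, immunoglobulin genes left out, thinning to 648875 counts and leaving out each library in turn. For the clustering they were all genes, more variable genes and another distance. The alternatives added after seeing the data were edgeR's bias-corrected quasi-likelihood test, limma's voom with library weights, the globin share or Y-linked counts as a covariate, and fits without IgG+ memory replicates 1 and 2 or without the 3 libraries richest in globin. The choice between edgeR's default and its bias-corrected test had not been fixed, and results of both had been seen when the default was kept.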

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

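The tests of whether markers of other cells varied together and both tests on the ratio of Ighg2c to Ighg1 were chosen only after the result was seen.

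Markers of other spleen cells, which the paper does not discuss, were above the naïve libraries in the activated and memory libraries. In activated cells the median log2 fold change was 4.61 for 13 T cell markers, 3.09 for 22 myeloid, 2.38 for 7 NK cell, 2.83 for 16 erythroid and 5.05 for 3 dendritic cell and platelet markers. Camera gave adjusted p = 2.93e-09, 2.17e-18, 2.70e-05, 3.64e-08 and 0.017, and adjusted p = 0.0263, 0.0263, 0.0263, 0.185 and 0.14 with an estimated correlation. In IgM+ memory cells the medians were 3.06 for T cell, 2.63 for myeloid, 1.29 for NK cell and 2.05 for erythroid markers (adjusted p = 0.0019, 2.45e-14, 0.0355 and 0.0019; adjusted p = 0.18, 0.0559, 0.227 and 0.437 with an estimated correlation). In IgG+ memory cells they were 1.94 for myeloid and 2.17 for erythroid markers (adjusted p = 5.44e-06 and 2.56e-05; adjusted p = 0.295 and 0.323 with an estimated correlation). The other lists did not pass, with medians of 4.57 (2.58 with zeros at the floor) for dendritic cell and platelet markers in IgM+ memory cells, and of 1.07 (0 with zeros at the floor), 1.30 and 3.99 for T cell, NK cell and dendritic cell and platelet markers in IgG+ memory cells (adjusted p = 0.0675, 0.231, 0.074 and 0.074). Of single markers, Csf1r, C1qa and Ctsb passed edgeR's quasi-likelihood test in IgM+ memory cells (adjusted p = 0.0387, 0.0374 and 0.0432), and their calls ended without naïve replicate 1 or 3, IgM+ memory replicate 3 and, for each gene, 1 or 2 other libraries (up to 0.174, 0.174 and 0.178). Adjusted over the list alone, 16, 14 and 11 myeloid, 10, 0 and 7 erythroid, 7, 1 and 0 T cell, 1, 1 and 1 NK cell markers and no dendritic cell or platelet marker were higher in activated, IgM+ memory and IgG+ memory cells, and 1 myeloid marker was lower in the last. In naïve cells, 9 of the myeloid and 8 of the erythroid markers reached 10 CPM, and 1 NK cell marker is also in another list.

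A difference in library size was argued against, since with every library thinned to the same total the myeloid list still gave an adjusted p of 2.67e-18 in activated cells. Over the 9 activated and memory libraries, myeloid markers deviated together from the population means (median pairwise r = 0.398, where 95% of random lists lay below 0.179), as did erythroid markers (0.777, against 0.276), which is consistent with RNA of myeloid and erythroid cells in varying amounts. The sort on CD19 and HEL binding is meant to remove such cells, and the paper states a purity short of complete for its sorted populations. Incomplete sorting, free RNA or doublets may each be behind it. Hba-a1 measured 1562 ± 1033 CPM in naïve and 8817 ± 5325 in activated, Lyz2 27.9 ± 13.1 and 497 ± 412, and C1qb 10.9 ± 13.5 and 100.3 ± 70.5 CPM (SD, n = 3). For T cell markers the median r of 0.144 lay below the 95th percentile of random lists (0.221). This test therefore cannot tell T cell RNA apart from a change in the sorted cells. The immunized hosts had been given CD4+ T cells, a possible source of such RNA. Of the 13 markers, 6, Trac and Cd3g among them, had 0 counts over the naïve libraries and some counts in activated cells. A biological change in any of the genes in these lists was not tested.

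Transcripts of switched isotypes, which the paper does not report, stood above the naïve libraries in cells sorted as YFP- or as IgG-. In activated cells log2 fold changes were 9.87 for Ighg1, 6.99 for Ighg2b, 11.04 for Ighg2c, 4.90 for Ighg3 and 10.14 for Igha, and in IgM+ memory cells 8.43, 6.33, 11.79, 3.75 and 14.30. Igha had 1 count in naïve cells, which gave ratios of 1289-fold (95% counting interval 230 to 51040) and 12870-fold (2309 to 508200), and IgM+ memory replicate 2 held 10017 of its counts, against 296 and 1170 in the other IgM+ memory libraries. The log2 ratio of Ighg2c to Ighg1 was 1.36 ± 0.421 in activated, 3.52 ± 2.14 in IgM+ memory and -1.55 ± 1.64 in IgG+ memory cells (SD, n = 3).

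Carry-over of the sorted IgG+ memory cells into the IgM+ sort, as the whole source, was argued against. The lowest ratio in an IgM+ memory library was 1.96 and the highest in an IgG+ memory library 0.135. The ratio cannot test carry-over as the source of a part, such as Ighg1. Ighg1 measured 439, 76.1 and 69.1 CPM in IgM+ memory and 2332, 2366 and 3306 CPM in IgG+ memory libraries (scaled to total counts). The difference of 5.07 between the subsets in the log2 ratio had p = 0.1 in an exact two-sided permutation test, the smallest that 3 against 3 libraries allow. Reads shared between the genes as the whole source were argued against by the range of the ratio over the 9 libraries, 9.11 on the log2 scale. Cells with other IgG isotypes in the gate, for which the paper lists an antibody to IgG1 alone, and transcription of these genes in IgM+ cells stay open and were not tested.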

How the results depend on the processing

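The tests chosen only after the results were seen were the bias-corrected quasi-likelihood test, voom with library weights, the globin and Y-linked covariates and the fits without the IgG+ memory libraries of few genes or the libraries rich in globin. edgeR's default quasi-likelihood test was kept over its bias-corrected test when results of both had been seen.

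RLE size factors, the filter of 1 CPM in 3 libraries, immunoglobulin genes left out, thinning and the globin and Y-linked covariates kept each count of genes within 1.5 times. Counts of genes for activated, IgM+ memory and IgG+ memory cells against naïve cells, in this order, were 401, 472 and 547 with no filter on low counts, 351, 426 and 728 with DESeq2, 225, 466 and 579 with the bias-corrected test, 186, 268 and 5 with voom, and 227, 298 and 49 without IgG+ memory replicates 1 and 2. Fits of only the populations compared gave 155 in activated and 26 in IgG+ memory cells, and the fit without the 3 globin-rich libraries gave 48 in IgG+ memory cells. The calls shared with the main setting were 36, 80 and 83 for the bias-corrected test and 38, 80 and 31 without IgG+ memory replicates 1 and 2. The 0 genes by edgeR between the memory subsets (721 at an unadjusted p under 0.05) became 32 with no filter, 34 with DESeq2, 1 with the bias-corrected test and 1 with voom. IgM+ memory against activated cells gave 19 with no filter, and IgG+ memory against activated cells 43 with no filter and 85 with DESeq2. Naïve libraries against the 9 others gave 408 with no filter, 849 with DESeq2, 1035 with the bias-corrected test, 516 with voom and 579 without IgG+ memory replicates 1 and 2. Shared calls were 255, 228 and 270 for the 3 pairs and 194 for all 3 comparisons with DESeq2, and 156, 127, 226 and 113 with the bias-corrected test. The share of genes estimated to differ in activated and IgM+ memory cells was 2.57 and 3.55% with the filter of 1 CPM, 0.711 and 1.16% with DESeq2, 14.4 and 14.8% with only the populations compared and 4.56 and 7.72% with thinning. In IgG+ memory cells it was 6.88% with DESeq2 and 3.33% with only the populations compared, and for naïve libraries against the 9 others 7.08% with DESeq2 and 15.5% with thinning. The silhouette width of the naïve libraries fell to 0.123 over all genes, with p = 0.0591 in the exact permutation test. The cause of these shifts was not tested.

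Leaving out 1 library gave 8 to 19 genes in activated, 28 to 39 in IgM+ memory and 25 to 634 in IgG+ memory cells, 0 to 252 between the memory subsets, 0 between IgM+ memory and activated cells, 0 to 246 between IgG+ memory and activated cells and 104 to 367 for naïve libraries against the others. The highest values against naïve, IgM+ memory and activated cells came without IgG+ memory replicate 3. Those fits kept IgG+ memory replicates 1 and 2, the libraries with the fewest genes with a count. The silhouette widths ranged from 0.17 to 0.283 for the naïve libraries and from -0.0899 to 0.142 for the memory subsets. Histone genes in IgM+ memory cells had the opposite direction without naïve replicate 1 (adjusted p = 2.02e-13 to 0.454 over the left-out libraries, the latter without this one), and immediate early genes in IgM+ memory against activated cells had it without activated replicate 1 (adjusted p = 6.96e-06, against 0.0427 and 1.48e-05 without activated replicate 2 or IgM+ memory replicate 1 and up to 0.217 over the others). Replicate 1 of the activated, IgM+ memory and IgG+ memory cells stood apart in these genes (Fosb had 3648, 1 and 2, 8783, 4 and 73, and 787, 327 and 187 counts in the replicates of these populations), so the direction changes with which replicate 1 is left out, and the cause was not tested. Of the calls of named genes, 1125 fits without 1 library kept them and 489 did not, and of the list calls 270 were kept, 41 were not and 1 was reversed. With an estimated correlation, 11 list calls held and 41 did not.

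With the replicate number as a block, the counts were 47, 112 and 117 against naïve cells (34, 72 and 76 of them shared with the fit without it), 0, 0 and 0 between the other populations and 350 for naïve libraries against the others. The block ended 19 calls of named genes and 3 of lists, among them the calls of Irf7 in IgM+ and IgG+ memory cells (adjusted p = 0.0673 and 0.0507) and of Akap12 in activated and IgM+ memory cells (0.0571 and 0.052). For activated and IgM+ memory cells, whose numbers matched, it gave 0 genes (99 at an unadjusted p under 0.05), as without it (101).

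Of the 10 splits of 6 libraries into 3 and 3, 1 gave as many genes as the real 38, 80 and 84, and the highest other gave 0. For the other comparisons all 10 splits gave 0. These splits are too few for a share under 0.05. For naïve libraries against the 9 others, 1 of 100 drawn splits, the real split, gave as many as 269 genes. The highest other gave 0. That argues against chance as their source but does not exclude it. Every other split mixes naïve libraries with others, which can raise the spread and lower the number of calls. At these depths and spreads, 0 to 4% of simulated 2-fold changes passed the test.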

Differences from the paper's values

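The bias-corrected quasi-likelihood test was chosen only after the result was seen. edgeR's default quasi-likelihood test was kept over it when results of both had been seen. The other tests were set before the data were examined.

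The paper states no threshold for its Venn diagram, and an adjusted p of 0.05 was used. For activated against naïve cells the paper's count was about 250 in Fig 3B, read by eye, and the value here 38. Of the alternatives set before the data were examined, DESeq2 (351) lay within 1.5 times of it. RLE size factors (37), no filter on low counts (401), the filter of 1 CPM (43), only the populations compared (155), the replicate block (47), immunoglobulin genes left out (30), thinning (40) and leaving out each library (8 to 19) did not. For IgM+ memory against naïve cells the paper's count was about 340 in Fig 3B, read by eye, and the value here 80. DESeq2 (426) and no filter (472) lay within 1.5 times, and RLE size factors (80), the filter of 1 CPM (94), only the populations compared (111), the replicate block (112), immunoglobulin genes left out (70), thinning (108) and leaving out each library (28 to 39) did not. For IgG+ memory against naïve cells the paper's count was about 530 in Fig 3B, read by eye, and the value here 84. DESeq2 (728), no filter (547) and the fit without IgG+ memory replicate 3 (634) lay within 1.5 times, and RLE size factors (75), the filter of 1 CPM (83), only the populations compared (26), the replicate block (117), immunoglobulin genes left out (75), thinning (91) and leaving out each of the other libraries (25 to 71) did not. For genes shared by these 3 comparisons the paper's count was about 130 in Fig 3B, read by eye, and the value here 32. DESeq2 (194) lay within 1.5 times, and the filter of 1 CPM (33) and the replicate block (40) did not. The bias-corrected test, chosen after seeing the values, gave 225, 466, 579 and 113, all within 1.5 times. The paper's called genes are not listed in its text, so how many of them a setting drops was not counted.

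For IgG+ against IgM+ memory cells the paper's count was about 18 in Fig 3B, read by eye, and the value here 0 by edgeR's quasi-likelihood test, with 721 genes at an unadjusted p under 0.05. No alternative set before the data were examined lay within 1.5 times. No filter gave 32, DESeq2 34 and the fit without IgG+ memory replicate 3 gave 252, and all the others gave 0. Ranked by count, the comparisons stood in the paper's order here, with no filter and with DESeq2. IgG+ memory cells ranked below IgM+ memory cells with RLE size factors (75 and 80), the filter of 1 CPM (83 and 94), thinning (91 and 108) and without naïve replicate 2 (25 and 28), and the fit of only the populations compared reversed the order against naïve cells (155, 111 and 26).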

Other observations

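The tests of the depth of the IgG+ memory libraries and the loss expected without regard to expression were chosen only after the result was seen, and those of lost transcripts and of gene lists were not.

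The plasma cell genes as a list were higher by camera in activated and IgM+ memory cells than in naïve cells. Counts of genes below are for the 3 comparisons of single populations with naïve cells, unless naïve libraries against the 9 others are named. Of 18 plasma cell genes none passed over all genes by edgeR's quasi-likelihood test, and 4, 4 and 1 were higher in activated, IgM+ memory and IgG+ memory cells when adjusted over the list alone. Among them were Prdm1, the gene of the regulator Blimp-1 (log2 fold changes 3.00 and 2.88 in the first 2), and Jchain, the joining chain of IgM and IgA (2.37 and 2.99). Camera gave adjusted p = 0.00411, 0.000457 and 0.153, and adjusted p = 0.0368 and 0.0276 with an estimated correlation for the first 2. In naïve libraries against the 9 others Tent5c was higher in the others (log2 fold change 4.17, adjusted p = 0.0263), a call that ended without naïve replicate 1 or 3 (0.149 to 0.15). Of 19 genes of the unfolded protein response, 3, 4 and 0 were higher when adjusted over the list alone, among them the chaperone genes Hsp90b1 (1.14 and 1.31) and Pdia3 (0.98 and 1.15). Camera gave adjusted p = 0.00017, 0.000156 and 0.074, and adjusted p = 0.131 and 0.13 with an estimated correlation for the first 2. Of 22 homing receptor genes, Cxcr3 and S1pr3 were higher in each comparison and Itgb7 lower in IgM+ memory cells (4, 5 and 3 higher and 2, 5 and 1 lower when adjusted over the list alone). Camera gave this list adjusted p = 0.132, 0.707 and 0.0491 (adjusted p = 0.323 with an estimated correlation for the last). S1pr4, another receptor for sphingosine-1-phosphate, had log2 fold changes of -1.92, -2.42 and -2.40 (adjusted p = 0.179, 0.0536 and 0.0585). In naïve libraries against the 9 others it was lower in the others (-2.24, adjusted p = 0.00233), a call that ended without naïve replicate 2 (0.0679).

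Of 26 B cell transcription factors, Tbx21 was higher and Bach2 lower in each comparison, and Spib was lower in IgM+ memory cells (3, 3 and 2 higher and 3, 4 and 3 lower when adjusted over the list alone). Camera gave adjusted p = 0.0425, 0.0164 and 0.295 (adjusted p = 0.306 and 0.232 with an estimated correlation for the first 2), with medians of -0.30, -0.40 and -0.48 where the means were 0.09, 0.13 and 0.04. Bcl2a1b, a survival gene of the Bcl-2 family with close paralogs, was higher in each comparison (log2 fold changes 3.59, 3.65 and 3.57; adjusted p = 0.0388, 0.0218 and 0.026 by edgeR's quasi-likelihood test), and these calls ended without any 1 naïve replicate and 1 or 2 other libraries (up to 0.176, 0.115 and 0.113). The calls of Spib and Ifi30 in IgM+ memory cells ended without any of 5 of the 6 libraries compared (up to 0.215 and 0.231) and in the fit of only the 2 populations (0.057 and 0.0592). Voom ended the calls of Bcl2a1b (0.123, 0.101 and 0.344), thinning those in activated and IgG+ memory cells (0.0664 and 0.0589) and the fit of only the 2 populations that in IgG+ memory cells (0.121). Of its list of 22 apoptosis and survival genes, 2, 1 and 3 were higher and 1, 1 and 1 lower when adjusted over the list alone (camera adjusted p = 0.595, 0.673 and 0.301). Fcrl5 was the member of 15 inhibitory receptor genes that passed, and 2, 2 and 2 of the list were higher and 2, 2 and 1 lower when adjusted over the list alone (camera adjusted p = 0.461, 0.258 and 0.08). Naïve libraries against the 9 others also gave Btla, Siglecg and Ets1 as lower and Bid, Id2 and Itgb1 as higher in the others, and each of these calls ended without 1 or more naïve replicates (up to 0.239). Of 21 antigen presentation genes, Ifi30 was lower in IgM+ memory cells (log2 fold change -1.46) and was the 1 gene lower in each comparison when adjusted over the list alone (camera adjusted p = 0.0596, 0.203 and 0.79). None of 26 B cell receptor signalling genes passed against naïve cells in a single population, and 0, 0 and 1 were higher and 1, 2 and 1 lower when adjusted over the list alone (camera adjusted p = 0.0425, lower, 0.0768 and 0.754; adjusted p = 0.373 with an estimated correlation for the first). In naïve libraries against the 9 others, Cd79a and Pik3cd were lower and Cd81 higher in the others (log2 fold changes -0.90, -1.07 and 0.93; adjusted p = 0.0191, 0.0193 and 0.0381), calls that ended without naïve replicate 2 and 1 or more other libraries (up to 0.162, 0.145 and 0.205). Of 15 germinal center and 39 cell division genes none passed, and 1 cell division gene was lower in IgG+ memory cells when adjusted over the list alone (camera adjusted p = 0.775, 0.504 and 0.445, and 0.0574, 0.362 and 0.307). Immediate early genes, 26 in number, had medians of 2.55, 2.47 and 2.21 (1.93 with zeros at the floor for the last), none passed, and camera gave adjusted p = 0.0574, 0.0818 and 0.00148 (adjusted p = 0.518 with an estimated correlation for the last). Replicate 1 of each of these populations stood apart, with medians over the list of 8.15, 8.08 and 8.15 log2 CPM against 3.89 to 5.80 in the other 9 libraries. Nr4a1 had 7035, 10 and 20 counts in the activated, 14817, 128 and 101 in the IgM+ memory and 957, 110 and 135 in the IgG+ memory replicates. Without replicate 1 of the population compared the list had adjusted p = 0.302, 0.36 and 0.507, and without activated or IgM+ memory replicate 2 or 3 it passed (0.00117 to 0.00389). The medians of 85 ribosomal protein genes were 0.29, 0.52 and 0.52 (camera adjusted p = 0.000483, 2.68e-10 and 2.21e-12; adjusted p = 0.568, 0.406 and 0.323 with an estimated correlation). Those of 45 histone genes were -1.88, -1.31 and -2.33 (adjusted p = 4.77e-08, 0.000185 and 5.71e-05; adjusted p = 0.362, 0.489 and 0.465 with an estimated correlation), and the second had the opposite direction without naïve replicate 1 (adjusted p = 0.454).

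Cell division genes were lower in IgM+ memory than in activated cells (median log2 fold change -0.67, camera adjusted p = 1.05e-05; adjusted p = 0.323 with an estimated correlation) and in IgG+ memory than in activated cells (-0.65, adjusted p = 0.013; adjusted p = 0.805 with an estimated correlation). T cell markers differed in the same way (medians -1.60 and -3.10, adjusted p = 1.02e-07 and 2.20e-05; adjusted p = 0.142 and 0.4 with an estimated correlation). In IgM+ memory against activated cells, NK cell and erythroid markers and interferon genes were also lower and ribosomal protein and histone genes higher by camera (medians -1.09, -0.69, -0.18, 0.24 and 0.05; adjusted p = 0.00198, 1.83e-05, 0.0153, 1.05e-05 and 0.0237; adjusted p of 0.24 or more with an estimated correlation). In IgG+ memory against activated cells, myeloid markers were also lower and ribosomal protein genes higher (medians -1.36 and 0.21; adjusted p = 0.00152 and 1.29e-06; adjusted p = 0.805 each with an estimated correlation). Mki67, a marker of dividing cells, measured 32.5 ± 6.70 CPM in naïve, 193 ± 177 in activated, 90.8 ± 53.9 in IgM+ memory and 97.1 ± 117 in IgG+ memory cells (SD, n = 3; adjusted p = 0.252, 0.602 and 0.397 against naïve cells by edgeR's quasi-likelihood test).

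Of 15 genes of the flow cytometry panel none passed the test against naïve cells in a single population (2, 1 and 0 higher and 1, 2 and 1 lower when adjusted over the list alone; camera adjusted p = 0.28, 0.287 and 0.0939). Ighm and Ighg1, whose proteins the panel also covers, were not in this list. Ighg1 passed in each comparison and Ighm in IgG+ memory cells. The paper measured these as protein in other samples. For YFP+ cells beside naïve cells, it states higher CD80 and MHC class II, sustained CD95, lower CXCR5 and similar CD62L, CD69 and BAFFR. These statements do not name the YFP- activated cells, to which the first fold change of each gene below belongs. For Cd80 the log2 fold changes were 6.08, 6.03 and 4.87 (adjusted p = 0.251, 0.217 and 0.251), from 2 counts in naïve cells (207-fold, 95% counting interval 56.1 to 1731, 203-fold, 55.7 to 1681, and 96.7-fold, 26.3 to 806.7). For Fas, which encodes CD95, they were 1.55, 2.37 and 2.96, for H2-Aa of MHC class II -0.02, 0.17 and 0.18, and for Cxcr5 -0.05, -0.16 and -0.19. For Sell, which encodes CD62L, they were -0.71, -0.77 and -0.65, for Cd69 1.63, 1.53 and 1.02, and for Tnfrsf13c, which encodes BAFFR, -0.97, -1.06 and -1.25. In naïve libraries against the 9 others Tnfrsf13c was lower in the others (-1.09, adjusted p = 0.0101), a call that ended without naïve replicate 2 (0.148).

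IgG+ memory replicates 1 and 2 lacked counts for 10.7 and 8.38% of genes that reached 10 CPM in the mean of the other libraries, against 0.147 to 2.04% in each of the other 10 libraries. Lower depth was argued against, since at the same total the richer of these 2 libraries held 10241 genes with a count and the lowest of the others 11980. Low expression in all IgG+ memory cells could not be decided. For genes at 0 in both, the median log2 ratio of IgG+ memory replicate 3 to IgM+ memory cells was taken. It lay 0.0487 above that of matched genes detected in both, so these genes were not lower in replicate 3. This test rests on 1 library, which clustered with the activated and IgM+ memory libraries. Its Ighm level was 2574 CPM (scaled to total counts), against 448 and 624 in IgG+ memory replicates 1 and 2. Replicate 3 may therefore not stand for all IgG+ memory cells. Replicates 1 and 2 both lacked 233 genes. Independent loss would give 84.7 without regard to expression and 206 among genes of similar expression in the other populations, so the overlap is consistent with a loss that depends on expression and is otherwise random, of unknown source. The number of cells per library was not used here.

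Xist, expressed from the inactive X chromosome of female cells, measured 1153, 341 and 311 CPM in naïve replicates 1, 2 and 3, 1779, 539 and 0 in activated, 2007, 638 and 0.476 in IgM+ memory and 1914, 0 and 8.41 in IgG+ memory cells. Y-linked genes measured 1.72, 0.987 and 138 CPM in the naïve replicates, 0.271, 145 and 143 in the activated, 0, 16.0 and 172 in the IgM+ memory and 3.02, 88.3 and 156 CPM in the IgG+ memory replicates.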
